# Taking Advantage of the Selectivity of Histone Deacetylases and Phosphodiesterase Inhibitors to Design Better Therapeutic Strategies to Treat Alzheimer’s Disease

**DOI:** 10.3389/fnagi.2019.00149

**Published:** 2019-06-21

**Authors:** Mar Cuadrado-Tejedor, Marta Pérez-González, Cristina García-Muñoz, Damián Muruzabal, Carolina García-Barroso, Obdulia Rabal, Víctor Segura, Juan A. Sánchez-Arias, Julen Oyarzabal, Ana Garcia-Osta

**Keywords:** Alzheimer’s disease, multitarget therapy, histone deacetylase, phosphodiesterase, memory

## Abstract

The discouraging results with therapies for Alzheimer’s disease (AD) in clinical trials, highlights the urgent need to adopt new approaches. Like other complex diseases, it is becoming clear that AD therapies should focus on the simultaneous modulation of several targets implicated in the disease. Recently, using reference compounds and the first-in class CM-414, we demonstrated that the simultaneous inhibition of histone deacetylases [class I histone deacetylases (HDACs) and HDAC6] and phosphodiesterase 5 (PDE5) has a synergistic therapeutic effect in AD models. To identify the best inhibitory balance of HDAC isoforms and PDEs that provides a safe and efficient therapy to combat AD, we tested the compound CM-695 in the Tg2576 mouse model of this disease. CM-695 selectively inhibits HDAC6 over class I HDAC isoforms, which largely overcomes the toxicity associated with HDAC class 1 inhibition. Furthermore, CM-695 inhibits PDE9, which is expressed strongly in the brain and has been proposed as a therapeutic target for AD. Chronic treatment of aged Tg2576 mice with CM-695 ameliorates memory impairment and diminishes brain Aβ, although its therapeutic effect was no longer apparent 4 weeks after the treatment was interrupted. An increase in the presence of 78-KDa glucose regulated protein (GRP78) and heat shock protein 70 (Hsp70) chaperones may underlie the therapeutic effect of CM-695. In summary, chronic treatment with CM-695 appears to reverse the AD phenotype in a safe and effective manner. Taking into account that AD is a multifactorial disorder, the multimodal action of these compounds and the different events they affect may open new avenues to combat AD.

## Introduction

Alzheimer’s disease (AD) is a multifactorial neurodegenerative disorder for which no effective treatment has yet been found, despite the effort and resources invested to date. One reason for this failure may be that most of the efforts to develop therapies have been directed towards single pathways and mainly, the amyloid pathology. However, the complex nature of this disease means that multiple events are likely to be implicated in its progression and thus, effective therapies must modulate several targets, as is now being considered with state-of-the-art treatments for many cancers and AIDS. Moreover, the focus in AD is now shifting from the pathways that directly decrease the amyloid pathology to address those that dampen the tau pathology or that effect synaptogenesis (Cummings et al., 2018).

We recently validated the efficacy of a novel multitarget therapy for AD that focused on the concomitant inhibition of histone deacetylases (HDACs) and a phosphodiesterase 5 (PDE5). The approach was validated using reference compounds (tadalafil and vorinostat), and with a new drug and novel chemical entity (NCE), CM-414, which displays moderate class I HDAC inhibition, and more potent HDAC6 and PDE5 inhibition (Cuadrado-Tejedor et al., 2015, 2017; Rabal et al., 2016). We demonstrated that chronic treatment of Tg2576 mice (a well-studied model of AD) with CM-414 diminished the accumulation Aβ and pTau in the brain, reversing the decrease in dendritic spine density on hippocampal neurons and the cognitive deficits in these mice. These effects were at least in part produced by inducing the expression of genes related to synaptic transmission. Interestingly, we demonstrated that these therapeutic effects persisted 1 month after the completion of a 4-week treatment period (Cuadrado-Tejedor et al., 2017).

CM-414 was designed taking into account that class I HDACs and HDAC6 (class IIb) are the HDACs most likely to be involved in AD-memory related dysfunction (Ding et al., 2008; Guan et al., 2009; Mahady et al., 2019). The inhibition of class I HDACs, and particularly that of HDAC2, seems to be essential to restore memory by remodeling chromatin and enhancing gene expression (Guan et al., 2009; Singh and Thakur, 2018). However, the inhibition of HDAC class I isoforms has also been associated with cytotoxicity (Subramanian et al., 2010), precluding their chronic use. Recently, a new chemical series of HDAC1 and 2 inhibitors designed to inhibit the HDAC-CoREST co-repressor complex were seen to have lower toxicity, while maintaining the beneficial effects in terms of synaptic plasticity (Fuller et al., 2019). By contrast, the inhibition (or reduction) of HDAC6, a cytoplasmic HDAC isoform that regulates microtubule behavior and stability *via* α-tubulin acetylation (Hubbert et al., 2002), seems to promote tau and Aβ clearance, thereby ameliorating the memory deficits in AD models (Cook et al., 2012; Sung et al., 2013; Zhang et al., 2014). Furthermore, inhibiting HDAC6 rescues the reduced mitochondrial axonal transport and mitochondrial length in hippocampal neurons treated with Aβ (Kim et al., 2012), as well as in pluripotent stem cells (iPSCs) from Amyotrophic Lateral Sclerosis (ALS) patients (Guo et al., 2017). In fact, due to its safety profile, HDAC6 is currently being considered as one of the most promising epigenetic targets in AD. Given the above, and despite the fact that CM-414 acts as a symptomatic and disease-modifying agent in AD mice models (Cuadrado-Tejedor et al., 2017), it is possible that some toxicity may be associated with the inhibition of the class I HDAC1, precluding its use in the chronic treatment of AD patients. Thus, in order to improve the safety profile of CM-414, we synthesized a new compound, CM-695, with higher selectivity for HDAC6 over class I HDACs.

PDE9 is a cyclic guanosine monophosphate (cGMP) specific PDE and it is the PDE most strongly expressed in the brain (Andreeva et al., 2001). In fact, when we compared the expression of PDE5 and PDE9 in the mouse hippocampus, we found that PDE9 is expressed 10 times more strongly than PDE5 (Supplementary Figure S1). Interestingly, the expression of PDE5 and PDE9 were increased in the cortex of AD patients compared to age-matched control subjects. Accordingly, levels of cGMP were decreased in the cerebrospinal fluid (CSF) of AD patients compared to that of healthy control individuals (Ugarte et al., 2015). By restoring cGMP levels through PDE5 and 9 inhibition, intracellular signaling pathways that are important in memory and learning could be stimulated. For example, an activation of the cAMP-responsive element binding protein (CREB) transcription factor can be observed, a factor known to be crucial for synapse formation and memory consolidation (García-Osta et al., 2012; Heckman et al., 2017). Since PDE9 has the highest affinity for cGMP of all the PDEs (Singh and Patra, 2014), it becomes an attractive target to increase the GMP in the brain. It was recently proposed that PDE9 inhibitors provide more protection against Aβ42 than PDE4 and PDE5 inhibitors in an *in vitro* model of AD (Cameron et al., 2017). Nevertheless, when specific PDE9 inhibitors (PF-04447943 and BI-409306) have been tested to treat AD in Phase II clinical trials, they both failed to meet their AD efficacy endpoints relative to the placebo (Schwam et al., 2014; Frölich et al., 2019). As indicated above, the complexity of the AD pathology means it is possible that the inhibition of a single enzyme alone will not produce therapeutic benefits in patients. Accordingly, we designed a new first-in class dual activity compound CM-695, that targets HDAC6 and PDE9 for inhibition, and with acceptable brain permeability, for it’s *in vivo* efficacy in Tg2576 mice.

## Materials and Methods

### Biological Activity *in vitro* and *in vivo*

Cells of the human neuroblastoma SH-SY5Y cell line were plated in 6-well plates and incubated at 37°C in a humid atmosphere with 5% CO_2_ until reaching a confluence of 80%–90%. They were cultivated in Eagle’s medium modified by Dulbecco (DMEM, Gibco BRL, Grand Island, NY, USA) supplemented with 1% non-essential amino acids solution (Gibco BRL, Grand Island, NY, USA), penicillin/streptomycin 100 U/ml (Gibco BRL, Grand Island, NY, USA) and 10% fetal bovine serum (Gibco BRL, Grand Island, NY, USA). Cells were incubated with different concentrations of CM-695 for 2 h. After incubation, medium was removed, washed with PBS and cells were lysed in a buffer containing SDS 2%, Tris-HCl (10 mM, pH 7.4), protease inhibitors (Complete Protease Inhibitor Cocktail, Roche) and phosphatase inhibitors (0.1 mM Na_3_VO_4_, 1 mM NaF). The homogenates were sonicated for 2 min and centrifuged at 14,000× *g* for 15 min.

Protein concentration was determined using the Pierce^TM^ BCA Protein Assay kit (Thermo Fisher Scientific, Waltham, MA, USA). For western blot analysis of acetylated histone 3 at lysine 9 (AcH3K9), pCREB and acetylated tubulin, protein samples (15–20 μg) were mixed with 6× Laemmli sample buffer and resolved onto SDS-polyacrylamide gels and transferred to nitrocellulose membrane. Membranes were blocked for 1 h with 5% milk in TBS and incubated overnight with the corresponding primary antibody: rabbit monoclonal anti-AcH3K9, rabbit monoclonal anti-pCREB (Ser129; 1:1,000, Cell Signaling Technology, Danvers, MA, USA), mouse monoclonal anti-Acetylated tubulin, mouse monoclonal anti-β-actin (1:50,000, Sigma-Aldrich, St. Luis, MO, USA).

### Animals and Treatments

Transgenic mice (Tg2576) between 16 and 18 months of age and female gender were used. This strain expresses the human 695-aa isoform of the amyloid precursor protein (APP) carrying the Swedish (K670N/M671L) familial AD mutation driven by a hamster prion promoter (Hsiao et al., 1996). Mice were on an inbred C57BL/6/SJL genetic background. The Tg2576 AD mice strain accumulates Aβ peptide exponentially, in the brain, between 7 and 12 months of age, showing a hippocampal damage from the age of 9–10 months (Chapman et al., 1999; Westerman et al., 2002).

Animals were bred at “Centro de Investigación Médica Aplicada” (CIMA) in Pamplona, Spain. Animals were housed 4–5 per cage with free access to food and water and maintained in a temperature controlled environment on a 12 h light-dark cycle. All procedures were carried out in agreement with the European and Spanish regulations (2010/63/EU; RD1201/2005), and the study was approved by the Ethical Committee for the Animal Experimentation of the University of Navarra.

Tg2576 mice were treated six times a week for 4 weeks. They were administered intraperitoneally with CM-695 (40 mg/kg *n* = 10) or vehicle (10% DMSO, 10% Tween-20 in saline solution). The preparation of drug was performed daily to avoid precipitation due to their hydrophobic nature. Behavioral and biochemical studies were performed comparing transgenic mice to age-and strain-matched transgenic negative littermates (WT). The behavioral tests were always carried out during light time (from 9 am to 14 pm), in order to minimize the possible influence of circadian rhythms.

### Behavioral Studies

Behavioral studies were carried out during light time (from 9 am to 2 pm). Protocols were approved by the Ethical Committee of the University of Navarra (in accordance with the European and Spanish Royal Decree 1201/2005).

#### Fear Conditioning Test

To evaluate the effects of drugs on cognitive function a fear-conditioning (FC) paradigm was used after 2 weeks of treatment with CM-695 (*n* = 11) or vehicle (*n* = 10). The FC is an hippocampus-dependent test to measure long-term memory consolidation by assessing the association between two stimuli, one conditioned (context) and another unconditioned (an electric shock; Maren, 2008). The conditioning procedure was carried out in a StartFear system (Panlab S.L., Barcelona, Spain) as described previously with slight modifications (Ricobaraza et al., 2012). During training phase mice received two footshocks (0.3 mA, 2 s) separated by an interval of 30 s. After 24 h mice were returned to the conditioning chamber and freezing behavior was recorded during 2 min.

#### Morris Water Maze Test (MWM)

During the 3rd week of treatment, Tg2576 mice treated with CM-695 (*n* = 11) or vehicle (*n* = 10) and non-transgenic littermates (*n* = 10) underwent spatial reference learning and memory testing in the Morris water maze (MWM) test (Morris, 1984) as previously described (Westerman et al., 2002). In this case, the hidden-platform training (with all visible cues present) was conducted during nine consecutive days (four trials per day) and memory retention was analyzed with three probe trials at the beginning of days 4th, 7th and 9th. Four animals per groups were sacrificed for hippocampal gene expression analysis 24 h after the last probe trial and the remaining animals were maintained to perform a reversal phase of MWM after a washout period of 4-weeks. In this phase, the platform was placed in the opposite quadrant of the tank and the hidden platform training during five consecutive days (four trials per day) was performed. All cues remained in their original positions. Memory retention was analyzed in a probe at day 6. Mice were monitored by a camera mounted in the ceiling directly above the pool, and all trials were recorded using an HVS water maze program for subsequent analysis of escape latencies and percent time spent in each quadrant of the pool during probe trials (analysis program WaterMaze3, Actimetrics, Evanston, IL, USA). All experimental procedures were performed blind to groups. Animals were euthanized 24 h after the last probe.

### Determination of Aβ Levels

Aβ_42_ pool containing intracellular and membrane-associated Aβ_42_ levels were measured in the parieto-temporal cortical extracts by using a sensitive sandwich ELISA kit (Invitrogen, Camarillo, CA, USA). Tissue was homogenized in a buffer containing SDS 2%, Tris-HCl (10 mM, pH 7.4), protease inhibitors (Complete Protease Inhibitor Cocktail, Roche) and phosphatase inhibitors (0.1 mM Na_3_VO_4_, 1 mM NaF). The homogenates were sonicated for 2 min and centrifuged at 100,000× *g* for 1 h. Aliquots of supernatant were directly diluted and loaded onto ELISA plates in duplicate. The assays were performed according to the manufacturer’s instructions.

### Affymetrix Microarray Hybridization and Data Analysis

The hippocampi were dissected and RNA was extracted with TRIzol Reagent (Invitrogen, Carlsbad, CA, USA) and purified with the RNeasy Mini-kit (Qiagen, Hilden, Germany). RNA integrity was confirmed on Agilent RNA Nano LabChips (Agilent Technologies, Santa Clara, CA, USA). The sense cDNA was prepared from 300 ng of total RNA using the Ambion^®^ WT Expression Kit. The sense strand cDNA was then fragmented and biotinylated with the Affymetrix GeneChip^®^ WT Terminal Labeling Kit (PN 900671). Labeled sense cDNA was hybridized to the Affymetrix Mouse Gene 2.0 ST microarray according to the manufacturer protocols and using GeneChip^®^ Hybridization, Wash and Stain Kit. Genechips were scanned with the Affymetrix GeneChip^®^ Scanner 3,000. Microarray data files were submitted to the GEO (Gene Expression Omnibus) database and are available under accession number GSE128422.

Both background correction and normalization were done using RMA (Robust Multichip Average) algorithm (Irizarry et al., 2003). Then, a filtering process was performed to eliminate low expression probe sets. 

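The filter was applied to the deposited log2 values, where a linear value of 16 is a log2 value of 4. Of 41345 probe sets, 35195 lay above it on all 3 vehicle arrays and all 3 CM-695 arrays. Among those kept, 22895 are listed with at least 1 gene and 21318 with exactly 1. When the criterion had to be met on all arrays of either group and not of both, 36172 probe sets passed, and with a log2 minimum of 5 on the arrays of both groups, 29516 passed.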

Applying the criterion of an expression value greater than 16 in at least three samples for each experimental condition (hippocampi from mice treated with vehicle or CM-695, with three biological replicates for condition), 22,191 probe sets were selected. R/Bioconductor (Gentleman) was used for preprocessing and statistical analysis.

First, we applied one of the most widely used methods to find out the probe sets that showed significant differential expression between experimental conditions, LIMMA (Linear Models for Microarray Data; Wettenhall and Smyth, 2004). Genes were selected as significant using *p*-value < 0.01 as threshold. Using False Discovery Rate (FDR) method to correct for multiple hypotheses testing no significant results was obtained.

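In the limma fit of CM-695 against vehicle, 0 of 35195 probe sets had an adjusted p under 0.05 after Benjamini-Hochberg adjustment, and the smallest adjusted p was 0.871. At an unadjusted p under 0.05 there were 1790 probe sets, where 1759.8 would be called by chance. Without CM-695 replicate 3, 1 of the arrays set apart by the first principal component, 29 probe sets had an adjusted p under 0.05. Without both that array and vehicle replicate 2, a setting chosen after seeing the data, 41 did.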

Additional network and functional analyses were analyzed through the use of IPA (QIAGEN Inc.^1^).

### Quantitative Real-Time PCR

The RNA was treated with DNase at 37°C for 30 min and reverse-transcribed into cDNA using SuperScript^®^ III Reverse Transcriptase (Invitrogen, Carlsbad, CA, USA). Quantitative real-time PCR (QRT-PCR) was performed to quantified gene expression. All the assays were done in triplicate using Power SYBR Green PCR Master Mix (Applied Biosystems, Warrington, UK) and the corresponding specific primers for heat shock protein family A (Hsp70) member 1 A/B (HSPA1A/B; Fw: 5′-AGCCTTCCAGAAGCAGAGC-3′; Rev: 5′-GGTCGTTGGCGATGATCT-3′), 78-KDa glucose regulated protein (GRP78; Fw: 5′-ACCAACTGCTGAATCTTTGGAAT-3′; Rev: 5′-GAGCTGTGCAGAAACTCCGGCG-3′) and for the internal control 36B4 (5′-AACATCTCCCCCTTCTCCTT-3′; 5′-GAAGGCCTTGACCTTTTCAG-3′). Real-time was carried out using an ABI Prism 7300 sequence detector (Applied Biosystems, Foster City, CA, USA) and data were analyzed using the Sequence Detection software v.3.0 (Applied Biosystems, Foster City, CA, USA). The relative gene expression was calculated with reference to the control group using the DDCT method (Livak and Schmittgen, 2001).

### Dendritic Spine Density Measurement by Golgi-Cox Staining

A modified Golgi-Cox method (Glaser and Van der Loos, 1981) was used to analyze dendritic spine density. Half-brains were incubated in Golgi-Cox solution (1% potassium dichromate, 1% mercury chloride, 0.8% potassium chromate) for 48 h at RT (protected from light). The solution was then renewed and tissue was maintained there for another 3 weeks. Thereafter, brains were maintained in 90° ethanol for 30 min until being processed in 200 μm-thick coronal slices using a vibratome. The slices were incubated in 70° ethanol, reduced in 16% ammonia for 1 h and fixed in 1% sodium thiosulfate for 7 min. They were then dehydrated in an increasing alcohol graduation and mounted with DPX mountant (VWR International, Leuven, Belgium).

Spine density was determined in the secondary apical dendrites of the pyramidal cells located within the CA1 region of the hippocampus (Megías et al., 2001). Each selected neuron was captured using a Nikon Eclipse E600 light microscope and images were recorded with a digital camera (Nikon DXM 1200F) at a resolution of 1,000–1,500 dots per inch (dpi). For each mouse (*n* = 3), three dendrites of nine different neurons were used for the analysis.

### Data Analysis and Statistical Procedures

The data were analyzed with SPSS for Windows, version 15.0 (SPSS, Chicago, IL, USA) and unless otherwise indicated, the data are expressed as means ± standard error of the mean (SEM). Normal distribution of data was checked by the Shapiro–Wilks test.

In the MWM, latencies to find the platform were examined by two-way repeated measures analysis of variance (ANOVA) test (genotype × trial) to compare the cognitive status in WT mice and Tg2576 mice. Likewise, the treatments effect in spatial memory was examined also by a two-way repeated measures ANOVA test (treatment × trial) followed by *post hoc* Scheffe’s analysis. When two groups were compared, Student’s *t*-test was used, whereas when more than two experimental groups were compared, one-way ANOVA followed by *post hoc* Scheffe’s test was used.

## Results

### Biological Activity

The functional activity of the chemical probe CM-695 against its targets (HDAC class I, PDE9 and HDAC6) was assessed *in vitro*, in SH-SY5Y neuroblastoma cells. These cells were exposed to CM-695 for 2 h at concentrations ranging from 1 nM to 1 μM in order to determine its effect on histone acetylation (lysine 9 of histone 3, H3K9 mark), CREB-Ser133 phosphorylation and α-tubulin acetylation by western blot analysis. There was a significant increase in α-tubulin acetylation (4.47 ± 1.36 fold change vs. control, *p < 0.05, Figure 1D) but not of AcH3K9 (0.81 ± 0.33 fold change vs. control, Figure 1B) in SH-SY5Y cells exposed to CM-695 (100 nM), consistent with its selective inhibition of HDAC6 (IC50 = 40 nM) as opposed to class I HDACs (IC50 = 593 and 3530 nM for HDAC1 and HDAC2, respectively). However, CM-695 had a significant effect on AcH3K9 at 500 nM (1.91 ± 0.56 fold change vs. control, *p < 0.05, Figures 1A,B), although this effect was much stronger on tubulin acetylation (7.78 ± 2.36 fold change vs. control, **p < 0.01, Figures 1A,D). In addition, at a concentration of 500 nM CM-695 significantly increased the levels of pCREB (1.91 ± 0.02 fold change vs, control, *p < 0.05, Figures 1A,C), indicating this compound acts also against PDE9 (IC50 = 107 nM). These data confirmed the functional activity of this compound *in vitro* against its targets (HDAC6, PDE9 and HDAC class I).

**Figure 1:**
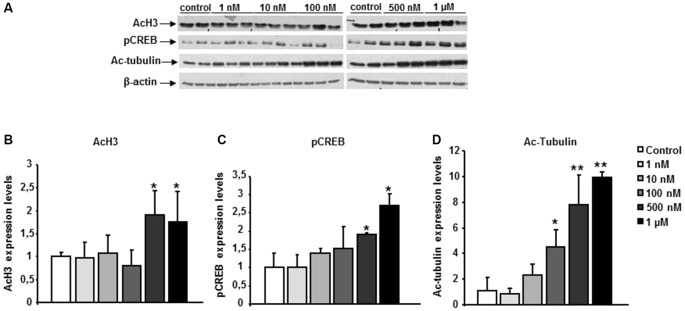
CM-695 shows *in vitro* functional activities. **(A)** Representative bands of western blots showing histone 3 acetylation at lys 9 (AcH3K9), pCREB and Ac-Tubulin levels in SH-SY5Y cells treated with CM-695 at different concentrations (1 nM to 1 μM) for 2 h. **(B–D)** Histograms show the quantification of the immunochemically reactive bands in the western blot, *n* = 3 wells per condition, repeated in three different cultures. β-actin was used as a loading control. Data are represented as mean ± standard error of the mean (SEM) expressed as the fold change vs. vehicle; *p < 0.05, **p < 0.01.

### CM-695 Ameliorates Memory Impairment in Aged Tg2576 Mice

Pharmacokinetic studies described for this compound indicated that CM-695 reached an acceptable brain concentration (around 100 nM/kg) 15 min after administering a dose of 40 mg/kg, concentrations that, according to the IC50, would ensure an effect on HDAC6 and PDE9. Furthermore, functional response in mouse brain was assessed *in vivo* in a group of animals to demonstrate the ability of the compound to inhibit HDAC and PDE9. Fifteen, 30 and 60 min after i.p. injection of 40 mg/Kg mice were sacrificed by cervical dislocation and their hippocampus were dissected. A western-blot was carried out to analyze pCREB and Ac-Tubulin in the hippocampus. As it shown in the Supplementary Figure S2, CM-695 increased pCREB levels at 15, 30 and 60 min. Regarding Ac-Tubulin, as basal levels of this protein are high in the brain of the animals, levels were slightly increased but no significant differences were appreciated. Likewise, a higher effect would probably be obtained with longer exposing times or in a chronic treatment. These data, demonstrated that CM-695 cross the BBB and reach the brain at a concentration which is enough to inhibit PDE9 (IC50 107 nm). Considering that HDAC6 IC50 is 40 nM and that a chronic treatment is achieved, an effect on Ac-Tubulin was assumed.

We analyzed the effects of administering CM-695 on the memory impairment in aged Tg2576 mice after a 2-week treatment (40 mg/kg, i.p. daily), assessing their performance in the fear conditioning test, a hippocampus-dependent learning task (Supplementary Figure S3A). Interestingly, the freezing response of Tg2576 animals was significantly (*p < 0.05) stronger in those mice that received CM-695 (60.9% of freezing) than in those that received the vehicle alone (36.9% of freezing, Figure 2A). Moreover, 1 week later we evaluated the effects of CM-695 administration on learning in the MWM test (Supplementary Figure S3B). While the latency to find the platform was prolonged in Tg2576 mice relative to the WT mice, the escape latency was shorter when these Tg2576 mice received CM-695, although globally no significant differences were found between groups (Figure 2B). Interestingly, the Tg2576 mice remained significantly longer time in the target quadrant during the probe tests on days 4th (29.08 ± 4.6% vs. 18.91 ± 2.52%, *p < 0.05), 7th (40.13 ± 5.50% vs. 24.61 ± 2.62%, **p < 0.01) and 9th (32.18 ± 3.0% vs. 23.70 ± 2.45%, *p < 0.05) when they received CM-695 (Figure 2C). To determine whether the effect of CM-695 persisted when the mice no longer received this compound, mice were re-trained in a reversal phase of the MWM test after a month wash-out, placing the platform in the opposite quadrant. The hidden platform training was carried out over 5 days (four trials per day) and it was followed by a memory retention test on day 6. No significant differences were found between the Tg2576 mice that received CM-695 or the vehicle alone in the hidden platform phase (Figure 2D) or in the probe trial (Figure 2E), indicating that none of the mice learned the platform location. Thus, it appears that the effect of CM-695 did not persist after the 4-week wash-out period.

**Figure 2:**
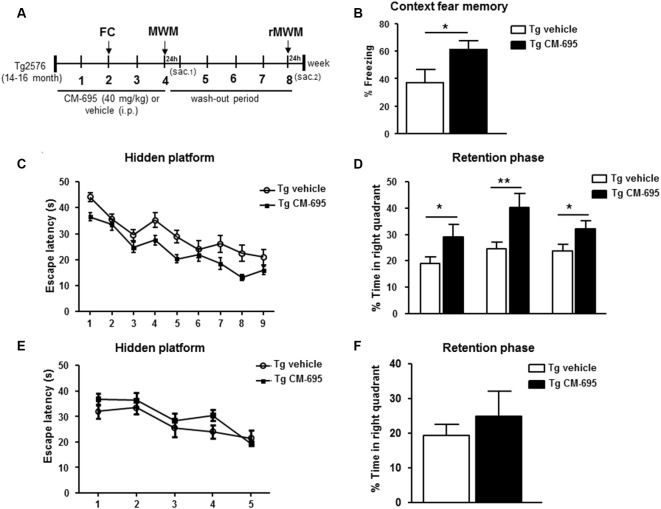
Chronic treatment with CM-695 reversed learning deficits in aged Tg2576 mice. **(A)** Scheme showing timeline for treatment, behavioral tasks, and killing of mice. FC, fear conditioning; MWM, Morris water maze; rMWM, reversal MWM; Sac, sacrificed. **(B)** Freezing behavior from Tg2576 mice treated with vehicle (*n* = 10) or CM-695 (*n* = 11). Data represent the percentage of time of freezing during a 2 min test. **(C)** Escape latency of the hidden platform in the MWM test for the Tg2576 mice treated with vehicle (*n* = 10) or CM-695 (*n* = 11). **(D)** Percentage of time spent in correct quadrant during the probe test (days 4, 7, and 9). **(E)** Escape latency during the rMWM test for the Tg2576 mice treated with vehicle (*n* = 10) or CM-695 (*n* = 11) after the washout period. **(F)** Percentage of time spent in correct quadrant during the probe test after rMWM phase (day 6). In all figures results are expressed as mean ± SEM; *p < 0.05, **p < 0.01.

Taking all these results into account, it can be inferred that a chronic treatment with CM-695 ameliorated memory impairment in aged-Tg2576 mice although its effect was lost after a wash-out period of 4 weeks.

### CM-695 Diminishes the Pathological Markers of AD in Aged-Tg2576 Mice

To determine the effects of CM-695 on amyloid pathology in aged-Tg2576 mice, ELISA was used to assess the Aβ_42_ in parieto-temporal cortical extracts (see “Materials and Methods” section). The Aβ_42_ levels were measured in two different groups of animals: one sacrificed at the end of the first MWM (after the 4th week of treatment, *n* = 4 per condition) and the other sacrificed at the end of the reversal-MWM (after the 4-week wash-out period in which the mice were not treated, *n* = 6–7 per condition). There was a significant decrease in Aβ_42_ in the Tg2576 mice treated with CM-695 and sacrificed at the end of the treatment (7.70 ± 2.07, **p < 0.01) relative to those that received the vehicle alone 17.8 ± 1.40, Figure 3A). Moreover, no Aβ_42_ was detected in the WT littermates (data not shown). However, it was noteworthy that there was a significant decrease in the hippocampal Aβ_42_ in the group of animals that was sacrificed after the 4-week wash-out period (13.33 ± 2.1, vs. 19.05 ± 2.69, *p < 0.05, Figure 3B), although these differences (45% reduction) were not as strong as those observed prior to the wash-out period (56% reduction). These results suggest that a chronic treatment with CM-695 decreased amyloid pathology in elderly Tg2576 mice.

**Figure 3:**
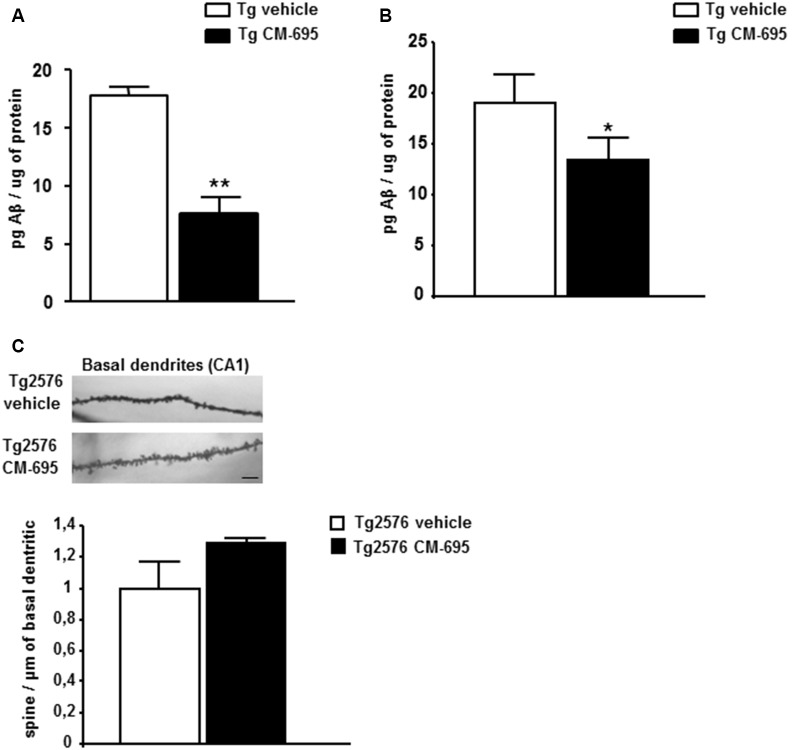
Chronic treatment with CM-695 decreased amyloid levels but did not affect hippocampal dendritic spine density. Aβ_42_ levels determined by ELISA in SDS hippocampal tissue extracts of Tg2576 mice treated with vehicle or CM-695 after 4 week of treatment (*n* = 4; **A**) or after a washout period of 4 weeks (*n* = 6–7). **(B)** *p < 0.05, **p < 0.01. **(C)** Representative Golgi staining images of the apical dendrites on CA1 hippocampal pyramidal neurons. Scale bar, 10 μm. The histograms represent the quantification of spine density of basal dendrites of hippocampal CA1 pyramidal neurons from Tg2576 mice treated with vehicle or CM-695 (*n* = 34–36 neurons from three animals per group).

Given that Tg2576 mice display synaptic loss and dysfunction (Ricobaraza et al., 2012), we assessed whether the behavioral recovery induced by CM-695 was reflected by structural changes in dendritic spine density. Consistent with previous data, there was a significantly lower density of apical dendrites on CA1 pyramidal neurons in Tg2576 mice than in WT mice (Supplementary Figure S4). Taking into account the behavioral data obtained at the end of the treatment (Figure 2), we assumed that they could correlate with an increase in the density of dendritic spines in the treated animals, thus, we analyzed if the effect was maintained after 4 weeks without treatment as we observed for CM-414. However, when the mice were analyzed after the wash-out period, those that received CM-695 did not show any significant change in the density of spines on these neurons. It should be noted that there was a tendency to increase the density of spines that might account for the memory improvement observed 4-weeks after treatment (Figure 3C). Nevertheless, after the wash-out period neither the effect on memory function nor the potential changes in dendritic spine density persisted.

To explore the mechanisms underlying the effect of CM-695 on amyloid pathology and on memory function, we analyzed the effects of CM-695 on gene expression in the hippocampus of Tg2576 mice compared to a group of transgenic animals receiving vehicle using Affymetrix microarrays. 

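Hippocampal RNA from individual Tg2576 mice was measured on Affymetrix Mouse Gene 2.0 ST arrays, which carry short probes for the exons of each gene, grouped into probe sets. Tg2576 mice express a human amyloid precursor protein with the Swedish mutation and develop amyloid plaques with age. The mice were between 16 and 18 months old and received CM-695 at 40 mg/kg or vehicle (10% DMSO, 10% Tween-20 in saline) intraperitoneally for 4 weeks, 6 times a week, and the labels place the dissection 24 h after the last dose. In the paper, CM-695 and vehicle mice had been tested in fear conditioning and the Morris water maze. Those used for gene expression were killed 24 h after the maze's last probe trial. Each group holds 3 arrays, described as biological replicates, and each array stands for a different mouse. The series also holds 3 arrays from Tg2576 mice given CM-414, an inhibitor of histone deacetylases and PDE5, and 3 from mice given SAHA (vorinostat, a histone deacetylase inhibitor) together with tadalafil (a PDE5 inhibitor), which the array results of the paper do not describe. The authors corrected the background and normalized all arrays with RMA, and the deposited values are log2 intensities for 41345 probe sets. Of these, 23521 carry 1 gene symbol in the platform annotation, 1814 carry several and 16010 are not listed with a gene there, so the last 2 kinds enter counts of probe sets but are not named. For CM-695 against vehicle, limma was fitted to the 6 arrays of these groups, after probe sets at or below a log2 value of 4 (a linear value of 16) on any of them had been left out. A gene with several probe sets is represented by the one with the highest mean. Between any 2 of the 12 arrays, the correlation across probe sets lay between 0.972 and 0.990, and no pair held identical values. The first principal component, with 23.6% of the variance, set apart vehicle replicate 2 (score 36.2), CM-695 replicate 3 (33.4) and SAHA and tadalafil replicate 1 (22) from the other 9 arrays, whose highest score was 2.1. With 3 arrays per group, the number of mice limits the precision of each fold change, and the median standard error of a log2 fold change was 0.13.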

LIMMA was applied to find out the probe sets that showed significant differential expression between experimental conditions (Smyth, 2004). Genes were selected as significant using *p* < 0.01 as threshold. 

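The genes lower with CM-695 at an unadjusted limma p under 0.01 included 3 of microglia, the resident immune cells of the brain, and the genes higher included a protease that degrades amyloid-β. C1qb, a chain of the complement protein C1q, had a log2 fold change of -0.74 (standard error 0.20, adjusted p = 0.871 from limma). Fcrls and Gpnmb, both expressed by microglia, had log2 fold changes of -0.78 and -0.64. Of 26 measured genes of plaque-associated microglia, 2 were lower at an unadjusted limma p under 0.01 and none was higher, and 24 had negative fold changes (adjusted p = 3.3e-06 from camera with a preset correlation, adjusted p = 0.608 with an estimated correlation). With CM-414 against the same vehicle arrays, this list was also called (adjusted p = 0.00208 with the preset and 0.559 with the estimated correlation). With SAHA and tadalafil it was not (0.391 with the preset correlation). Without the arrays that stand apart (chosen after seeing the data), its medians were -0.119, -0.195 and -0.149 with CM-695, CM-414, and SAHA and tadalafil. Between CM-695 and CM-414 the list was not called there (adjusted p = 0.519 from camera). Among 14 genes of homeostatic microglia, 11 had negative fold changes (adjusted p = 0.00234 with the preset and 0.608 with the estimated correlation), a call that ended without vehicle replicate 1 (adjusted p = 0.111) and without CM-695 replicate 3 (adjusted p = 0.131). Ide, the insulin-degrading enzyme, had a log2 fold change of 0.53 (standard error 0.15, adjusted p = 0.871), and Olig2, a transcription factor of the oligodendrocyte lineage, one of 0.59. On SAHA and tadalafil replicate 2, Ide lay at 10.28, above CM-695 replicates 1 and 2 (9.98 and 10.00). Replicates 1 and 3 of that group lay at 9.32 and 9.44, so Ide also varied between mice within a group. Over 10 alternative settings, the unadjusted limma p was under 0.01 in 6 for C1qb, 4 for Fcrls, 7 for Gpnmb and 3 for Ide. Against vehicle, Fcrls also had a log2 fold change of -1.01 with CM-414. Tac1, the precursor of substance P, and Vgll3, a transcription cofactor, had log2 fold changes of 0.54 and 0.53. For Mthfd2, a mitochondrial folate enzyme, the log2 fold change was 0.41, for the cell cycle inhibitor Cdkn1a -0.33, and for the interferon signalling factor Irf9 -0.40.
The largest fall was that of Fam205a2, from -1.18 to -1.69 over its 5 probe sets, of which 2 pairs hold equal values on every array. Zfp457, a zinc finger gene, had a log2 fold change of -0.96, the olfactory receptor gene Olfr988 one of -0.74, and Erdr1 one of -0.70. The olfactory receptor genes Olfr448 and Olfr830 (0.70 and 0.68), Klk1b27 (0.63) and Car6 (0.53) completed the largest rises, together with Trav9d-3 (0.61, 1 of 5 probe sets) and Rps24 (0.59, 1 of 3 probe sets). On the vehicle arrays, Olfr448, Olfr830, Klk1b27 and Car6 lay between 4.31 and 5.12, near the filter at a log2 value of 4. The other Rps24 probe sets had log2 fold changes of 0.01 and 0.11, and those of Trav9d-3 from -0.19 to 0.39. For the ribosomal protein gene Rpl3, the brightest of 3 probe sets had a log2 fold change of -0.43 and the others -0.10 and 0.16. In total, 393 probe sets had an unadjusted limma p under 0.01, 128 higher and 265 lower with CM-695, where 352 of 35195 would be called by chance. With each array centred on its median, the split was 169 higher and 224 lower. Of the 393, 122 carry a single gene symbol and 245 are not listed with a gene; 1.99% of the probe sets not listed with a gene were called and 0.646% of the listed ones, where chance gives 1%. The count was 253 without vehicle replicate 1, 918 without vehicle replicate 2 and 246 without CM-695 replicate 1, and 1097 with array weights.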

Differentially expressed genes were analyzed by using Ingenuity Pathways Analysis in order to gain information about the mechanistic approach of CM-695 therapeutic effect. 

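Genes of the unfolded protein response and of endoplasmic reticulum folding were shifted upwards with CM-695 as a group, by a median log2 fold change of 0.15. Of 46 measured members, 39 had positive fold changes and 7 negative ones, and 1, the disulfide isomerase gene Pdia6, was higher at an unadjusted limma p under 0.01. Hspa5, which encodes BIP (GRP78), the main chaperone of the endoplasmic reticulum, had a log2 fold change of 0.42 (standard error 0.13, adjusted p = 0.888 from limma). The heat shock response list, with cytosolic chaperones and their partners, had a median of 0.12, with 31 of 33 members positive. Its stress-inducible Hsp70 genes Hspa1a and Hspa1b had log2 fold changes of 0.34 (standard error 0.11, adjusted p = 0.906) and 0.49 (standard error 0.18, adjusted p = 0.955). The proteasome subunits had a median of 0.10 with 26 of 31 positive, and the enzymes of ubiquitin conjugation a median of 0.07 with 34 of 45 positive. None of the members of these 3 lists was called at an unadjusted p under 0.01, and in none of the 4 did a member pass when adjusted over the list alone. Against the other genes, camera with a preset correlation gave adjusted p = 5.3e-07 for the unfolded protein response, 4.1e-05 for the heat shock response, 0.00211 for the proteasome and 0.0138 for ubiquitin conjugation. With an estimated correlation, the adjusted p was 0.608 for each of the 4. Against the same vehicle arrays, CM-414 gave preset-correlation calls for the unfolded protein response (0.00994), the proteasome (0.0032) and ubiquitin conjugation (0.00116). SAHA and tadalafil gave one for the proteasome (3.9e-05). With an estimated correlation these were 0.559, 0.157, 0.336 and 0.0402. With the preset correlation, CM-695 against CM-414 gave 0.118, 0.022, 0.944 and 0.835 for the 4 lists without the arrays that stand apart. That setting was chosen after seeing the data. For the unfolded protein response, a split mixing vehicle and CM-695 mice gave an unadjusted camera p of 4.1e-09. The real groups gave 1.5e-08. These themes are ones the study reports on the same mice, so the direction is not independent evidence. Fisher's exact test of members among the genes called higher gave adjusted p = 0.576 for the unfolded protein response. MHC class I antigen presentation had 15 positive and 9 negative members (adjusted p = 0.654 from camera), and its H2-Q4 had a log2 fold change of -0.57 on its brighter probe set and -0.04 on the other. In the same arrays the plaque-associated microglia list had a median of -0.13, and 11 of 14 marker genes of the thalamus and habenula, which adjoin the hippocampus, had negative fold changes, with a median of -0.30 (adjusted p = 0.000274 from camera, adjusted p = 0.608 with an estimated correlation). Over 13 alternative settings, the thalamus and habenula list passed the threshold in 10 and the plaque-associated microglia list in 11. Leaving out vehicle replicate 2 gave adjusted p = 0.115 for the heat shock response and 0.312 for ubiquitin conjugation, and leaving out CM-695 replicate 1 gave 0.111 for ubiquitin conjugation. Without vehicle replicate 2 and CM-695 replicate 3, a setting chosen after seeing the data, the adjusted p was 0.0122 for the unfolded protein response, 0.118 for the heat shock response, 0.0645 for the proteasome and 0.127 for ubiquitin conjugation. The median log2 fold changes in that setting were 0.125, 0.0826, 0.0947 and 0.0466 in this order.

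**Figure D1:**
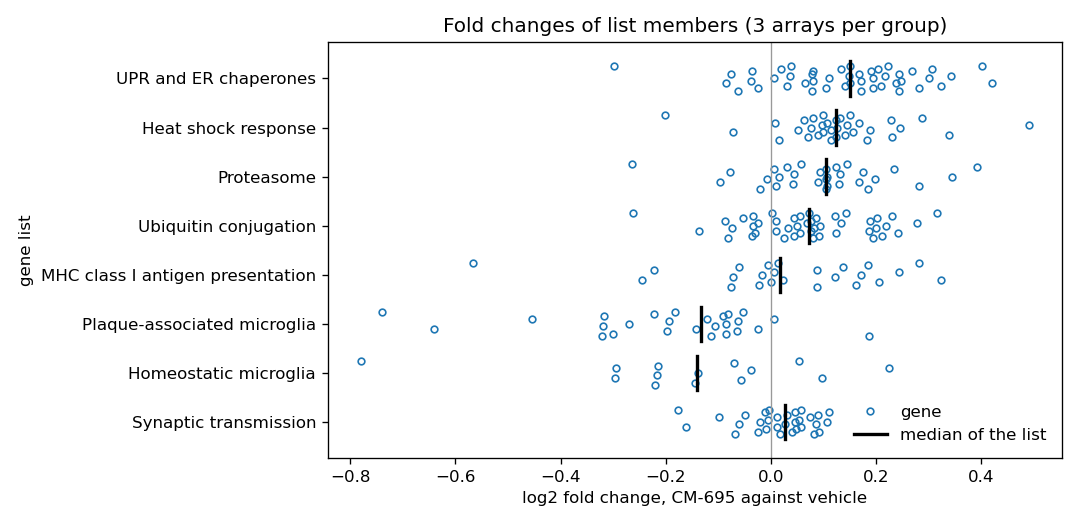
Log2 fold change of each measured gene of 8 lists, CM-695 against vehicle, from 3 arrays per group. Each circle is a gene and each vertical bar the median of its list. The medians are 0.15 for the unfolded protein response and -0.13 for plaque-associated microglia.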

Importantly, the Protein Ubiquitination Pathway (*p*-value = 6.76, E-05) and the Unfolded protein response (UPR, *p*-value = 3.1, E-05) were included among the top-ranked canonical pathways (Figure 4A) and more specifically, BIP (GRP78) and HSPA1A/B were among the genes overexpressed in the hippocampus of mice administered with CM-695 respect to the mice receiving vehicle (Supplementary Figure S5). 

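The folding genes drawn in Figure 4B were measured on their own probe sets, apart from Dnaja1, which is covered only by a probe set shared with other genes. Pdia6, a disulfide isomerase of the endoplasmic reticulum, had the smallest p of the group, with a log2 fold change of 0.40 (standard error 0.11, adjusted p = 0.871 from limma). The lectin chaperones Calr and Canx, which retain unfolded glycoproteins, had log2 fold changes of 0.28 (standard error 0.11, adjusted p = 0.977) and 0.24 (standard error 0.09, adjusted p = 0.955). For Hspd1, the mitochondrial chaperonin, it was 0.25 (standard error 0.10, adjusted p = 0.966). For each of these 4 genes the 3 CM-695 arrays lay above the 3 vehicle arrays. Ero1a, an oxidase that forms disulfide bonds with the isomerases, is covered by 2 probe sets that differ in sign, the brighter with a log2 fold change of 0.11 (standard error 0.13, adjusted p = 0.992) and the dimmer with -0.35 (standard error 0.13, adjusted p = 0.955). Of these probe sets, only that of Pdia6 had an unadjusted limma p under 0.01, a call that ended with any 1 of the 6 arrays left out and, in a setting chosen after seeing the data, without vehicle replicate 2 and CM-695 replicate 3.

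**Figure D2:**
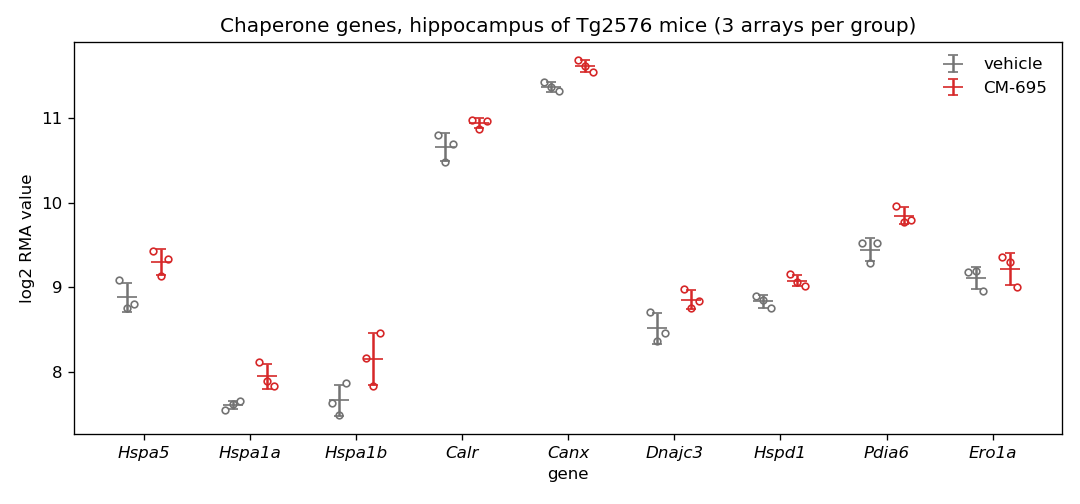
Log2 RMA values of 9 chaperone and folding genes in the hippocampus of vehicle (grey) and CM-695 (red) mice. Open circles are single arrays, horizontal bars the mean of 3 arrays and error bars the SD. For Hspa5 the means are 8.88 in vehicle mice and 9.30 in CM-695 mice, and for Ero1a the brighter probe set is shown.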

In accordance, when differentially expressed genes were also categorized to diseases and biological functions “folding protein” (*p*-value and molecules) was significantly regulated (Figure 4B). Since chaperone activity plays a crucial role in proper protein folding activity, we analyzed the expression of GRP78 and HSPA1A/B by quantitative real time PCR. Accordingly to the results obtained in the array, a significant (*p* < 0.01) increase was observed in both GRP78 and HSPA1A/B mRNA levels in the hippocampus of CM-695 treated mice respect to mice receiving vehicle (Figure 4C). Next, we checked if this effect in gene expression was maintained after the washout period. As depicted in Figure 4D, animals receiving CM-695 and sacrificed after a 4-weeks wash out period showed similar expression levels of GRP78 and HSPA1A/B to control group.

**Figure 4:**
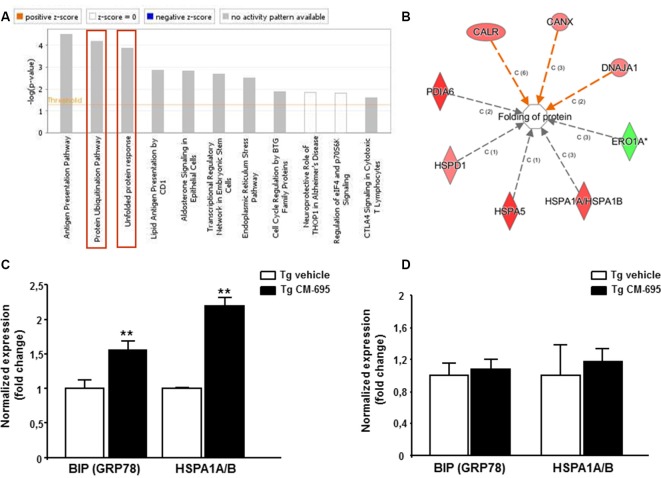
Chronic treatment with CM-695 significantly increases chaperones: GRP78 and HSP70. **(A)** Ingenuity pathway analysis showing the most highly scoring canonical pathways (according to *p*-value). Horizontal orange line running through the bars is the threshold for *p*-value for these pathways. Color coding for positive and negative *z*-score and for pathways with no activity pattern available are shown in the figure. “Protein Ubiquitination Pathway” and the “Unfolded protein response” (remarked with a red box) were included among the top-ranked canonical pathways. **(B)** Network of differentially expressed genes categorized in Ingenuity by Disease and biological functions. **(C,D)** Quantitative RT-PCR (QRT-PCR) analysis of BIP (GRP78) and HSPA1A/B mRNA in the hippocampus of CM-695 treated mice vs. vehicle, 4 weeks after treatment (**C**, *n* = 4) and after the washout period respectively (**D**, *n* = 6–7). Bars represent the fold change (mean ± SEM) in gene expression normalized to vehicle-treated mice; **p < 0.01.

These results suggest that the increase in the levels of chaperones GRP78 and Hsp70, which are involved in protein folding, may underlie the improvement in AD symptoms observed after daily administration of the compound.

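GRP78 transcript (Hspa5) had a mean log2 value of 9.30 ± 0.15 (SD, n = 3) in CM-695 mice and 8.88 ± 0.18 (SD, n = 3) in vehicle mice, a fold of 1.34. The Hsp70 gene Hspa1a had 7.94 ± 0.15 (SD, n = 3) and 7.60 ± 0.05 (SD, n = 3), a fold of 1.26. For Hspa1b the values were 8.15 ± 0.31 (SD, n = 3) and 7.66 ± 0.19 (SD, n = 3), a fold of 1.41. For Hspa5 and Hspa1a every CM-695 mouse lay above every vehicle mouse, for which a two-sided exact permutation test gives p = 0.1, the smallest p that 3 arrays against 3 allow. The values of Hspa1b overlapped between the groups, since CM-695 replicate 2 at 7.83 lay below vehicle replicate 3 at 7.86. Hspa1a and Hspa1b are each also listed on 1 probe set shared between genes, whose values are not given here. On their own probe sets, none of the 3 genes had an unadjusted limma p under 0.01. That of Hspa5 fell under 0.01 when all 12 arrays shared the estimate of the spread, with an intensity trend in the prior, and without vehicle replicate 1, and rose above 0.05 without CM-695 replicate 1. In settings chosen after seeing the data, it was under 0.01 with listed genes only and above 0.05 without vehicle replicate 2 and CM-695 replicate 3. The log2 fold change of Hspa5 ranged from 0.30 with array weights to 0.52 without vehicle replicate 1. From the array pathways and the RT-PCR of these chaperones in Figures 4C and 4D, the paper proposes that their increase may underlie the improvement seen in the treated mice. In Figure 4C, at the end of treatment, the paper reports both transcripts as significantly higher with CM-695 by RT-PCR. In Figure 4D, after the washout, treated mice were similar to the control group in both transcripts.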

## Discussion

Given the high failure rate in AD drug development, with no new drug having been approved for this diseases since 2003 (Cummings et al., 2014), it is clearly necessary to change the way we approach the search for new AD targets to improve the results obtained in clinical trials. We have identified a NCE, CM-695, that has potential therapeutic effects in a well-established mouse model of AD. CM-695 is a potent HDAC6 and PDE9 inhibitor that, after chronic administration, ameliorates the cognitive impairment and amyloid pathology evident in aged-Tg2576 mice. An increase in the expression of the chaperones GRP78 and Hsp70, involved in protein folding, may underlie the improvement in AD symptoms observed after daily administration of the compound. The benefits obtained with this dual inhibitor are not maintained when the compound is no longer administered. Thus, CM-695 appears to be a safe and efficient disease-modifying agent for AD treatment, confirming that multi-target therapies may represent better options for the treatment of complex diseases.

HDACs are emerging targets for the treatment of AD (Yang et al., 2017). The inhibition of HDAC class I facilitates gene transcription and the formation of new synapses (Rumbaugh et al., 2015). The inhibition of HDAC class IIb (HDAC6), by targeting cytoplasmic proteins is involved in the clearance of misfolding proteins (Sung et al., 2013). The inhibition of both isoforms could be a promising and synergistic therapy to treat AD, which has been demonstrated by using pan- HDAC inhibitors. However, these compounds have unfavorable side effects when administered chronologically and at a dose sufficient to reach the brain at appropriate concentrations. One strategy to reduce toxicity while maintaining effectiveness is to obtain new disease-modifying molecules maintaining HDAC inhibition combined with an additional function such as inhibition of PDEs, inhibition of glycogen synthase kinase 3β or antioxidant activity (De Simone and Milelli, 2019).

Based on the results obtained previously with different selectivity profiles of HDAC and PDE inhibitors (Rabal et al., 2016, 2018, 2019; Cuadrado-Tejedor et al., 2017; Sánchez-Arias et al., 2017), we designed a new series of PDE9 inhibitors that more specifically target HDAC6 over class I HDAC isoforms. This shift in specificity aimed to reduce the toxicity associated with class I inhibition which complicates the further therapeutic development of the new compound. Furthermore, since PDE inhibitors have pro-cognitive and neuroprotective effects, the inhibition of PDE9 was selected rather than PDE5 as its brain expression and affinity for cGMP is higher than that of other PDEs (Supplementary Figure S1, Andreeva et al., 2001; Singh and Patra, 2014). Among the new compounds designed, CM-695 was tested in AD model following the same guidelines used with CM-414 (Cuadrado-Tejedor et al., 2017), in order to compare the efficacy between the two compounds. The therapeutic effects obtained after chronic treatment with CM-695 were similar to those obtained with CM-414, except that the effect did not persist when the drug was no longer administered. Taking into account the differences in the inhibition profile of the two compounds, we confirm that the inhibition of class I HDACs, and more specifically HDAC2, plays an important role in maintaining memory function.

Interestingly, the effect of CM-695 on Aβ clearance is maintained, which may be mediated by the inhibition of HDAC6 (Boyault et al., 2007). One of the targets of HDAC6 is heat-shock protein 90 (Hsp90). As such, the inhibition of HDAC6 increases Hsp90 acetylation, releasing its client proteins like heat shock transcription factor 1 (HSF1), which in turn translocates to the nucleus and mediates the transcription of HSPA1A/B genes, and ultimately, Hsp70 (Wang et al., 2014). HSPA1A/B was among the genes overexpressed in the Affymetrix microarray analysis and validated by qRT-PCR in the hippocampus of mice administered CM-695. 

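Hspa1a and Hspa1b encode nearly identical Hsp70 proteins, so the probes of each gene can also take up transcripts of the other. Single CM-695 mice had log2 values of 8.12, 7.88 and 7.83 for Hspa1a, and single vehicle mice 7.55, 7.61 and 7.65. Other targets of HSF1 were measured beside them. Dnajb1, a co-chaperone of Hsp70, had a log2 fold change of 0.18 (standard error 0.12, adjusted p = 0.992 from limma), Hspa8, the constitutive Hsp70, one of 0.12 and Hsph1, an exchange factor of Hsp70, one of 0.13, none of them at an unadjusted p under 0.01. The Hsp90 gene Hsp90aa1 had a log2 fold change of 0.13 (standard error 0.09, adjusted p = 0.992). For Hdac6, the target of CM-695, the log2 fold change was -0.08 (standard error 0.09, adjusted p = 0.992). Hsf1 and Hsp90ab1 have no probe set listed with them alone and were not measured here.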

Significantly, a similar induction was induced by CM-695 in a model of thrombosis (Allende et al., 2017). Hsp70 fulfills a neuroprotective role in AD by decreasing the oligomerization and production of toxic Aβ isoforms, and by increasing its degradation (Magrané et al., 2004; Muchowski and Wacker, 2005; Kumar et al., 2007). Interestingly, Hsp70 upregulation by inhibiting Hsp90 was also proposed as a mechanism to normalize synaptic transmission in a transgenic model of tau aggregation (Thirstrup et al., 2016). These results suggest that the increase in Hsp70 expression observed at the end of treatment is at least partially responsible for the marked decrease in hippocampal Aβ levels observed. Together with PDE9 inhibition, this increase in Hsp70 may help restore learning ability. However, Hsp70 was no longer upregulated 4 weeks after the end of the treatment, causing a loss in Aβ clearance and a deterioration of the animals learning capacity. Considering the safe profile of CM-695, chronic treatment with no need for wash-out periods could be an option to consider for this NCE.

In conjunction, it seems that CM-695 is a safe and efficient disease-modifying agent to treat AD, confirming that multitarget therapies may provide good options to combat AD, as seen in other multifactorial diseases like cancer or AIDS.

## Data Availability

The raw data supporting the conclusions of this manuscript will be made available by the authors, without undue reservation, to any qualified researcher.

## Ethics Statement

All procedures were carried out in agreement with the European and Spanish regulations (2010/63/EU; RD1201/2005), and the study was approved by the Ethical Committee for the Animal Experimentation of the University of Navarra.

## Author Contributions

AG-O, MC-T and JO conceived the general framework of this study, designed experiments and discuss results. MP-G, CG-M, DM and CG-B performed the *in vitro* functional assays in cell culture, treatments, behavioral experiments and biochemical assays. JS-A performed biochemical experiments related to CM-695 compound *in vitro*. VS performed the bioinformatic analysis of the microarrays. OR and JO designed and characterized CM-695. AG-O and MC-T wrote the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

^1^https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis/

# Supplementary material for: Taking Advantage of the Selectivity of Histone Deacetylases and Phosphodiesterase Inhibitors to Design Better Therapeutic Strategies to Treat Alzheimer’s Disease
**Source:** Front Aging Neurosci. 2019 Jun 21;11:149. doi: 10.3389/fnagi.2019.00149
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Figures and Tables

## Supplementary Figures

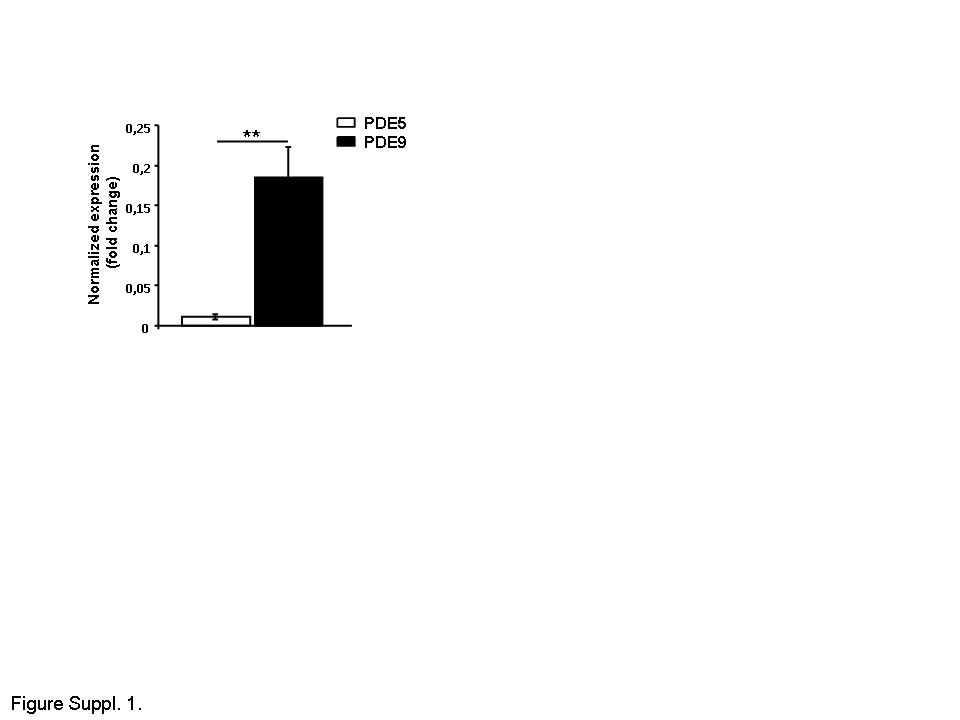

**Supplementary Figure S1. Significant higher PDE9 vs PDE5 mRNA expression levels in mice hippocampi.** Mouse hippocampal PDE5 and PDE9 mRNA levels were analyzed by quantitative RT-PCR ***p*<0.01.

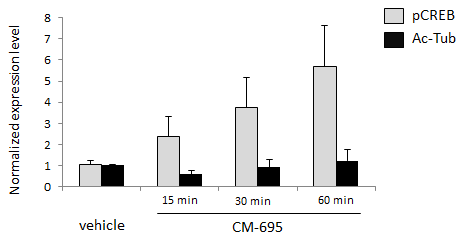

**Supplementary Figure S2.** Quantification of western blots showing pCREB and Ac-Tubulin (Ac-Tub) levels in hippocampal extracts from mice sacrificed 15, 30 min and 60 min after treatment with CM-695 (40 mg/kg). Actin was used as a loading control (n = 3 per group).

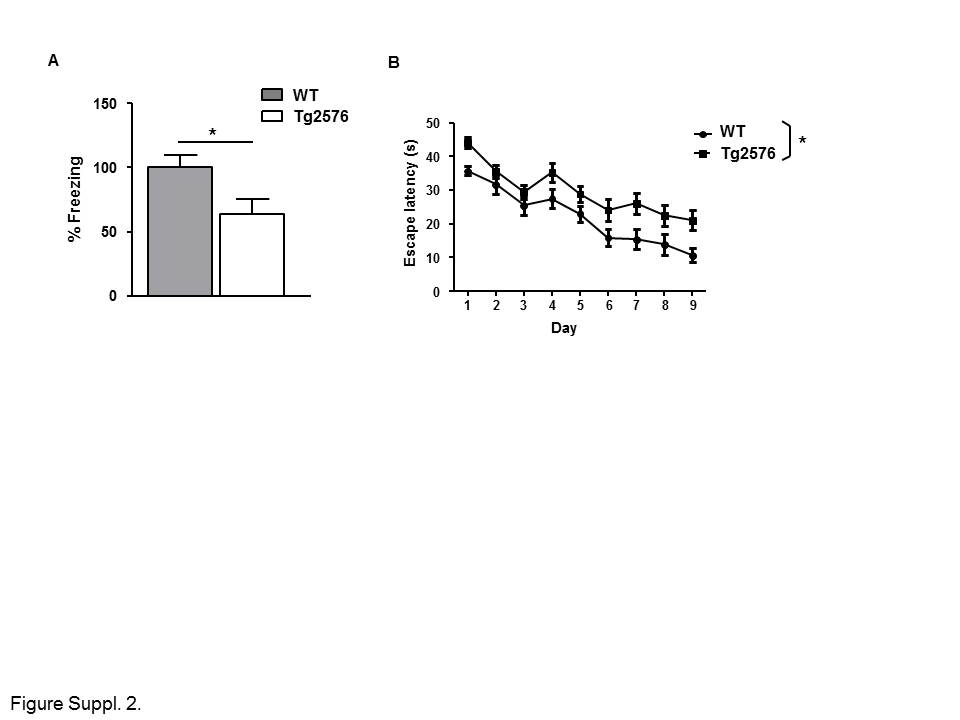
**Supplementary Figure S3. Tg2576 mice show memory deficits in the FC and MWM test. (A)** Freezing behavior from 14-16 month old Tg2576 compared to age-matched WT mice (**p* ≤ 0.05). Data represent the percentage of time freezing during a 2-min test. **(B)** Escape latency of the hidden platform in the MWM test for 14-16 month old-Tg2576 and WT mice (**p* ≤ 0.05). Results are expressed as mean ± SEM (n = 10–12 per group).

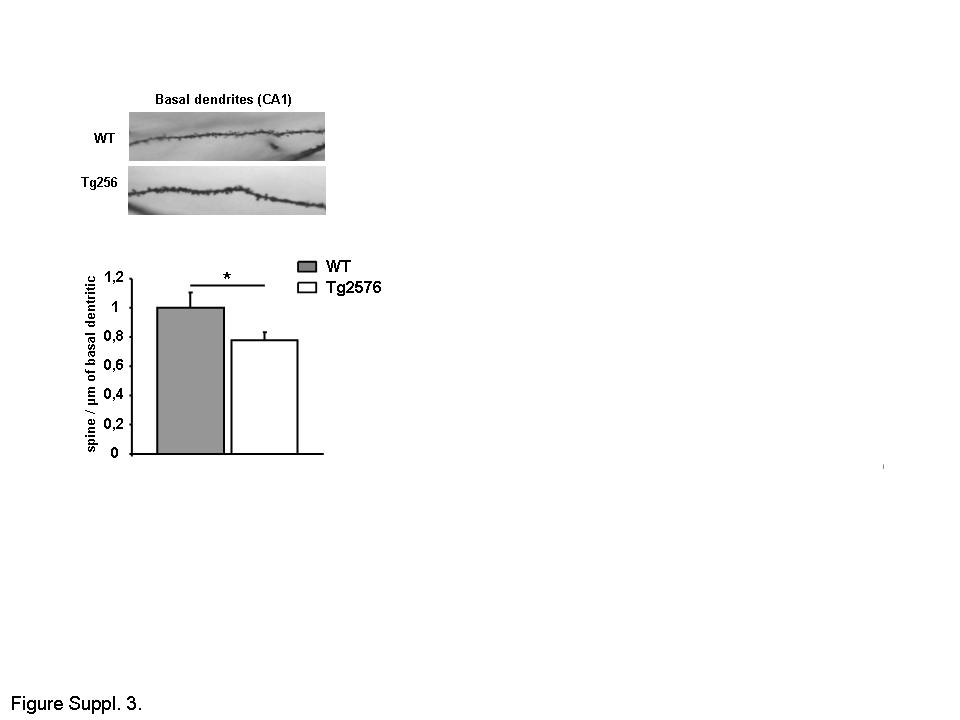

**Supplementary Figure S4. Tg2576 mice show significant reduction in spine density of basal hippocampal pyramidal neurons compared to aged-matched wild type mice (WT).** The histogram represents the quantification spine density of basal hippocampal pyramidal neurons from 14-16 month old Tg2576 compared to age-matched WT mice. Representative images of Golgi staining from CA1 dendrites are shown **p* < 0.05.

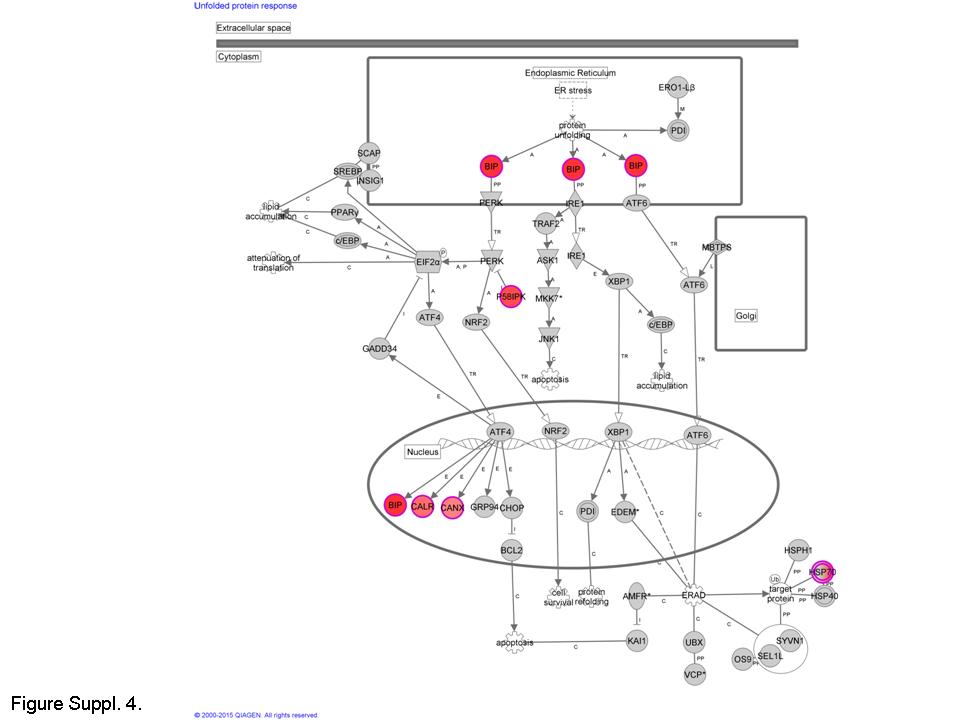

**Supplementary Figure S5. Upregulation of the unfolded protein response in the hippocampus of CM-695 treated mice.** Ingenuity schematic draw showing all regulated potential molecular players of the unfolded protein response. The filled (red) symbols represent the entries which are actually statistically significantly up-regulated by CM-695.

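Among the genes of the unfolded protein response, Dnajc3 encodes P58IPK, which inhibits the kinase PERK, and had a log2 fold change of 0.34 (standard error 0.12, adjusted p = 0.955 from limma) with CM-695. Hyou1, a large chaperone of the endoplasmic reticulum, had 0.30, Manf, a secreted protein induced by folding stress, 0.31, and Sdf2l1, a partner of BIP, 0.27. Hsp90b1 (GRP94) had a log2 fold change of 0.20. None of these 5 genes reached an unadjusted limma p under 0.01.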

How the deposited data were processed for this re-analysis (not part of the article)

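Gene expression was measured in the hippocampus of Tg2576 mice after 4 weeks of treatment, on 12 Affymetrix Mouse Gene 2.0 ST arrays in 4 groups of 3: vehicle, CM-695, CM-414, and SAHA with tadalafil. The authors corrected the background and normalized the arrays with RMA, and the deposited values are log2 intensities for 41345 probe sets. The version of RMA is not given in the sources used here. Group and replicate of each array were taken from its labels and the paper. The labels describe the arrays of a group as biological replicates. No CM-414 or SAHA and tadalafil dose is given in the sources used here.

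From these log2 values, each comparison was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), with Benjamini-Hochberg adjustment over the probe sets tested. CM-695 against vehicle, the paper's comparison, used the 6 arrays of these groups. CM-414 against vehicle, SAHA and tadalafil against vehicle, and CM-695 against CM-414 used all 12 arrays in a single fit, so that the groups share an estimate of the spread. Probe sets were kept when their log2 value was over 4 on all 3 arrays of both groups compared, which left 35195, 35303, 35199 and 35326 probe sets. The thresholds were an unadjusted p under 0.01, as in the paper, and an adjusted p under 0.05. Arrays have no read depth, and 3 per group limit the precision of each fold change.

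Probe sets were named from the platform annotation: 23521 have 1 gene symbol, 1814 several and 16010 are not listed. Updating the symbols through the gene table of GRCm38.p6 changed 0 of them. The values of 802 probe sets equal those of an earlier probe set on all arrays. No coordinates are given, since the build behind the authors' probe sets is not given in the sources used here; the gene table was used for names and for which genes neighbour each other. A gene with several probe sets is represented by the one with the highest mean over the arrays of the fit.

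The genes named in the text follow a rule set before the data were examined, although the paper's figures had been seen: the genes that the paper names or draws in its array figures and its target genes; for CM-695 against vehicle the 10 largest rises and 10 largest falls among probe sets with a single, non-systematic gene symbol, an unadjusted p under 0.01 and no overlap between the groups; for the other comparisons the 5 largest of each; and from each gene list up to 4 members at an unadjusted p under 0.01. A few further list members, such as Hyou1, Manf, Sdf2l1, Hsp90b1, Dnajb1, Hspa8 and Hsph1, are named as examples chosen after their values were seen. The 36 gene lists, with 840 genes, cover protein folding and degradation, cell types and regions of the hippocampus and its surroundings, and pathways of neurons, glia and metabolism; 1 list gene had no match. Lists were tested with camera at a preset correlation of 0.01, with adjustment over the 36 lists of a comparison, and again with an estimated correlation, with fry and with Fisher's exact test.

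The results were computed again, as far as each choice bears on them, with other filters on low values, the other set of arrays in the fit, the replicate number as a block, a repeated quantile normalization, centring each array on its median, an intensity trend or robust prior, array weights, another gene-level rule, and leaving out each replicate in turn. After seeing the data, 3 were added: leaving out the arrays that stand apart on the first principal component, keeping only probe sets with a listed gene, and keeping 1 probe set for each set of equal values. The fits were tested on simulated data with the means and spreads of the real probe sets. For CM-695 against vehicle, with 35195 probe sets, 73 of 100 probe sets changed by a log2 value of 0.5 and 97 of 100 changed by 1 were recovered at an unadjusted p under 0.01, and 1 and 49 of them at an adjusted p under 0.05. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The pathway analysis of the paper was done in a commercial database that was not used here, and the RT-PCR, the washout mice and the in vitro assays were not analysed here.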

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

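In this part, the tests of Fam205a2, of neighbouring genes, of the time of day, of the cell mix and of CM-414 against CM-695 as a check on the vehicle arrays were chosen only after the results were seen, as were the fits without the arrays that stand apart or with listed genes only and the limits for listing a result here (5 list members, or a log2 fold change beyond 1 in size). Each result below lies in groups or genes that the array results of the paper do not describe.

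Of the named genes, Fam205a2 had the largest log2 fold change in size with CM-695, -1.69 on its brightest probe set (standard error 0.36, adjusted p = 0.871 from limma). The mean over its 5 probe sets was 6.72, 6.54 and 7.56 on the CM-695 arrays and 8.32, 7.84 and 8.51 on the vehicle arrays, but it was also 6.44 on CM-414 replicate 3 and 6.62 on SAHA and tadalafil replicate 1. Thus 2 arrays outside the CM-695 group lay at or below its highest array, and 2 also lay at or below its second-highest array, which argues against an effect of CM-695 in every mouse and only with CM-695. A candidate explanation is a variant, such as a copy number difference, that some of the mice carry in any group; the paper gives an inbred C57BL/6/SJL background while the sample labels give another strain name, B6.Cg-Tg(APPswe)E1-2Dbo/J, and no genotype was tested. Among genes at an unadjusted p under 0.01, 5 pairs of neighbours within 1 Mb changed in the same direction, where permuted labels gave a median of 4 and an upper limit of 8 (permutation p = 0.324); the count lies inside the range that chance gives, which leaves variants in runs of neighbouring genes open.

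With CM-414, 6 of 20 genes of the glucocorticoid response rose when adjusted over the list alone, and the list's median log2 fold change was 0.27 (adjusted p = 1.9e-10 from camera, adjusted p = 0.157 with an estimated correlation). Without vehicle replicate 2, which stands apart from the rest, the median was 0.267 against 0.266 with it. Its bootstrap SE over list genes, which does not measure the spread between mice, was 0.068. The median missed by a narrow margin the bound of 2 standard errors set beforehand, so this test left that array open. A second test, chosen after that outcome, used no vehicle array: CM-414 minus CM-695 gave a median of 0.283 (bootstrap SE 0.0727), which argues against that array as the whole source. The pooled median of astrocyte, oligodendrocyte and endothelial markers was -0.0804 (bootstrap SE 0.0474), but their medians of 0.06, -0.16 and -0.09 went both ways, so a different mix of these cell types stays open. Clock output genes lay 0.111 above the group of Arntl, Clock and Npas2 (bootstrap SE 0.0844), which neither excludes another time of day at dissection nor points to it. The circadian clock list as a whole had 13 of 17 positive fold changes with CM-414 (adjusted p = 0.0222 from camera, adjusted p = 0.325 with an estimated correlation, adjusted p = 0.0628 without the arrays that stand apart), with Ciart at 0.66 and Cry1 at 0.30, and was lower with CM-695 than with CM-414 (adjusted p = 0.0161, and 0.345 with an estimated correlation). Mice given SAHA and tadalafil had positive fold changes for 15 of the 20 glucocorticoid response genes (adjusted p = 6.7e-05 from camera, adjusted p = 0.782 with an estimated correlation, adjusted p = 0.0809 without the arrays that stand apart), with Sgk1 at 0.53. Ciart, a member of the clock list and not of this one, had 0.57 in the same mice. A response to CM-414, a different level of stress, another time of day and the order of dissection stay open; the level of stress and the order of dissection were not tested.

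In the direct comparison of CM-695 with CM-414, 10 of the 20 glucocorticoid response genes were lower with CM-695 when adjusted over the list alone (adjusted p = 8.3e-15 from camera, adjusted p = 0.101 with an estimated correlation). With CM-414 against vehicle, 5 of 18 measured oligodendrocyte genes fell when adjusted over the list alone (adjusted p = 0.00287 from camera, adjusted p = 0.655 with an estimated correlation). With SAHA and tadalafil, the proteasome list rose with the preset correlation (adjusted p = 3.9e-05) and with an estimated correlation (adjusted p = 0.0402), with 24 of 31 subunits positive and a median log2 fold change of 0.09; without the arrays that stand apart, the values were 0.00401 and 0.78. In the same comparison 1 probe set, not listed with a gene, had an adjusted p under 0.05, with a log2 fold change of 1.30 (standard error 0.13, adjusted p = 0.0313 from limma). The count was 0 with these 2 groups alone in the fit (smallest adjusted p = 0.704), without the arrays that stand apart (0.12), with listed genes only and with any single replicate left out except SAHA and tadalafil replicate 3, when it was 2.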

How the results depend on the processing

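In this part, the fits without the arrays that stand apart, with listed genes only and with 1 probe set for each set of equal values were chosen only after the data were seen, as was the choice to follow a list over the alternatives only where it passed the threshold in at least 1 of them. For CM-695 against vehicle, the 393 probe sets at an unadjusted p under 0.01 became 1097 with array weights and 1121 without the arrays that stand apart, and ranged from 246 to 918 with 1 replicate left out. The count of 0 at an adjusted p under 0.05 became 41 without the arrays that stand apart and ranged from 0 to 29 with 1 replicate left out. For CM-414 against vehicle, 864 became 1531 and 1331 under the same 2 settings and ranged from 450 to 818, and the adjusted count of 0 became 2 with an intensity trend, 25 with array weights, 14 without the arrays that stand apart and 2 with listed genes only. For SAHA and tadalafil, 395 became 664 with array weights and 261 with listed genes only, and the adjusted count of 1 became 0 with its 2 groups alone in the fit, with a replicate block, without the arrays that stand apart and with listed genes only, and ranged from 0 to 2. For CM-695 against CM-414, 393 became 700 with array weights, and the split of 145 higher and 248 lower became 213 and 217 with quantile normalization and 189 and 198 with centring. The cause was not tested, beyond fewer probe sets or arrays where a setting removes them.

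For gene lists, the 11 calls with CM-695 became 0 with an estimated correlation and 0 with fry, and ranged from 6 to 15 with 1 replicate left out. The unfolded protein response, heat shock, proteasome and ubiquitin conjugation lists had adjusted p = 0.608 with an estimated correlation, and 0.349, 0.460, 0.349 and 0.460 with fry, which does not compare a list with other genes. Ubiquitin conjugation had 0.0607 with the mean of a gene's probe sets. Without the arrays that stand apart, heat shock had 0.118, the proteasome 0.0645 and ubiquitin conjugation 0.127. With 1 replicate left out, heat shock ranged from 6.4e-07 to 0.115 (without vehicle replicate 2) and ubiquitin conjugation from 0.00695 to 0.312 (without vehicle replicate 2; 0.111 without CM-695 replicate 1). With an estimated correlation, list calls became 0 for CM-414, 1 for SAHA and tadalafil and 0 for CM-695 against CM-414; with the preset correlation and without the arrays that stand apart, the 5 calls for SAHA and tadalafil became 8. Lists not called whose direction turned were, with CM-695, oligodendrocyte (0.99 with fry, 0.969 with the block, 0.955 without a filter, 0.0202 to 0.728 with 1 replicate left out), choroid plexus (1.1e-09 to 0.954), dentate gyrus (0.0293 to 0.966), CA3 and CA2 (0.0382 to 0.966) and immediate early genes (0.00651 to 0.997), and choroid plexus in CM-695 against CM-414 (0.0095 without the arrays that stand apart). Without the arrays that stand apart, choroid plexus (adjusted p = 2.8e-06 from camera), immediate early genes (3.7e-06) and dentate gyrus (0.0245) were lower with CM-695. With an estimated correlation each had 0.708 in that setting. Oligodendrocyte (0.987) and CA3 and CA2 (0.136) were not called there with the preset correlation. Of 84 combinations of list and comparison past the threshold in no setting, 27 turned in at least 1. Named genes that turned, none of them called, were Hdac1 (-0.138 to 0.102), Pde9a (-0.0007 to 0.100) and Creb1 (-0.138 to 0.0434). No other named gene turned.

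The replicate numbers gave little sign of pairing the mice. For CM-695 and vehicle, deviations of arrays with the same number had correlations from -0.192 to 0.106. Of the 3 CM-695 arrays, 0 correlated best with the vehicle array of the same number. Vehicle replicate 1 correlated best with CM-695 replicate 1 (0.106). With the replicate number as a block, the counts at an unadjusted p under 0.01 were 368, 675, 350 and 377. Probe sets near the filter, at a log2 value of about 4, are limited by their signal over background.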

Differences from the paper's values

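In this part, the settings with listed genes only, with 1 probe set for each set of equal values and without the arrays that stand apart were chosen only after the values were seen. The paper's filter kept 22191 probe sets, the paper's value, and the same criterion applied to the deposited log2 values kept 35195. Of the alternatives set before the data were examined, a log2 minimum of 5 on all arrays of both groups kept 29516, within 1.5 times the paper's value, while the criterion on either group kept 36172 and the full array without a filter 41345. Keeping only probe sets with a listed gene, which was chosen after seeing the values, kept 22895 and dropped 0 of the 10 genes of the paper's array figures. Keeping 1 probe set for each set of equal values kept 34547.

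The paper draws 10 genes of protein folding as changed with CM-695 in Figure 4B and Supplementary Figure S5. Of the 9 measured on their own probe sets, the 8 drawn as higher had positive log2 fold changes, from 0.24 to 0.49, and 1, Pdia6, had an unadjusted limma p under 0.01. Hspa5, Hspa1a, Hspa1b, Calr, Canx, Dnajc3 and Hspd1 did not. With all 12 arrays in the fit, Hspa5, Canx, Dnajc3 and Pdia6 were called higher and the dimmer probe set of Ero1a lower. With an intensity trend in the prior, Hspa5, Canx and Pdia6 were called, with array weights Hspa1a, Pdia6 and the dimmer Ero1a probe set, and with a replicate block Hspa1b and not Pdia6. None of the fits with 1 replicate left out called Pdia6. Leaving out vehicle replicate 1 called Hspa5, leaving out CM-695 replicate 2 called Hspa1b, and leaving out CM-695 replicate 3 called the dimmer Ero1a probe set. Among settings chosen after seeing the values, probe sets with a listed gene called Hspa5 and Pdia6, and the fit without the arrays that stand apart called the dimmer Ero1a probe set and not Pdia6. Calr and Hspd1 were called in none of the 19 settings.

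The paper shows Ero1a as lower with CM-695. Its brighter probe set had a log2 fold change of 0.11 and its dimmer one -0.35.

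The paper ranks pathways of ubiquitination, the unfolded protein response and antigen presentation at the top for its differentially expressed genes, in a database not used here. With the lists used here, Fisher's exact test of genes called higher gave adjusted p = 0.576 for the unfolded protein response, with 1 member called, and 1 for ubiquitin conjugation and the proteasome, with 0. For MHC class I antigen presentation, camera gave adjusted p = 0.654. On the scale of whole lists, camera with a preset correlation gave adjusted p = 5.3e-07 for the unfolded protein response, in the paper's direction, and 0.0138 for ubiquitin conjugation, for which the paper's text gives no direction, and with an estimated correlation 0.608 for both.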

Other observations

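In this part, the test of the share of microglia and the camera fits without the arrays that stand apart were chosen only after the results were seen. Mice given CM-414 changed in genes that the text above does not describe. Etnppl, an enzyme of phosphoethanolamine breakdown in astrocytes, had the largest rise against vehicle, with a log2 fold change of 1.13 (standard error 0.23, adjusted p = 0.294 from limma). Sgk1, a kinase induced by glucocorticoids, had 1.02, the sulfotransferase Sult1a1 0.95 and Pdk4, which inhibits pyruvate dehydrogenase, 0.81. Apod, a lipid carrier, had 0.87, and the cold-inducible Cirbp 0.81. Fcrls had a log2 fold change of -1.01, Fabp7, a fatty acid carrier of astrocytes and progenitors, -1.0, and the myelin genes Opalin, Ugt8a and Fa2h -0.82, -0.72 and -0.59. Homeostatic microglia, with 13 of 14 genes negative, fell (adjusted p = 1.4e-05 from camera, adjusted p = 0.218 with an estimated correlation), as did dentate gyrus genes (adjusted p = 0.000211 and 0.218) and immediate early genes (adjusted p = 0.00036 and 0.559). The thalamus and habenula list was also called with CM-414 (adjusted p = 0.00124 from camera, 0.559 with an estimated correlation). Without the arrays that stand apart, its median log2 fold change was -0.479 (adjusted p = 4.1e-05 from camera, 0.485 with an estimated correlation). Ubiquitin conjugation rose (adjusted p = 0.00116 and 0.336), with 3 members past the threshold when adjusted over the list alone. With SAHA and tadalafil, 31 of 35 immediate early and CREB target genes had negative fold changes (adjusted p = 7.4e-06, and 0.782 with an estimated correlation), with Arc at -0.69. Besides the lists described above, CM-695 against vehicle had calls from camera for the ATF4 and amino acid response (18 of 24 positive, adjusted p = 0.00853), markers of GABAergic interneurons (12 of 16 positive, adjusted p = 0.0133), the interferon response (20 of 27 negative, adjusted p = 0.00853) and cholesterol synthesis (14 of 19 negative, adjusted p = 0.0117), each with adjusted p = 0.608 with an estimated correlation. Without the arrays that stand apart the adjusted p with the preset correlation was 0.0688, 0.0268, 0.0411 and 0.136 in this order, and each call ended with at least 1 replicate left out (highest adjusted p 0.116, 0.0878, 0.724 and 0.417).

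The 2 dual inhibitors were compared directly, at a dose of CM-414 that is not given in the sources used here. Sgk1 was lower with CM-695 than with CM-414 by a log2 fold change of -0.91 (standard error 0.14, adjusted p = 0.463 from limma), Etnppl by -1.23, Lcn2, an acute phase protein of astrocytes, by -1.06 and Cdkn1a by -0.80. All 10 measured genes of oligodendrocyte precursors had positive fold changes (adjusted p = 7.4e-07 from camera, adjusted p = 0.101 with an estimated correlation), 4 of them past the threshold when adjusted over the list alone, with Olig2 at 0.70 and Olig1 at 0.44. Against vehicle, these genes fell with CM-414 (9 of 10 negative, adjusted p = 0.000358, and 0.206 with an estimated correlation) and had 5 positive and 5 negative fold changes with CM-695 (adjusted p = 0.665). Other lists were also higher with CM-695 than with CM-414: oligodendrocyte (16 of 18 positive, adjusted p = 0.000828, and 0.669 with an estimated correlation), dentate gyrus (13 of 15, 0.000988 and 0.345) and homeostatic microglia (12 of 14, 0.029 and 0.669). The unfolded protein response list was higher with CM-695 than with CM-414 (adjusted p = 0.0416, 0.669 with an estimated correlation and 0.118 without the arrays that stand apart), with Sdf2l1 at 0.51, Xbp1 at 0.33 and Calr at 0.31. Hspa5 differed by a log2 fold change of 0.30 (standard error 0.11, adjusted p = 0.856) and Hspa1a by 0.28 (standard error 0.11, adjusted p = 0.856). Against vehicle, the same list rose with CM-414 as well, with 31 of 46 positive and 4 higher at an unadjusted p under 0.01 (adjusted p = 0.00994 from camera, 0.559 with an estimated correlation and 0.177 without the arrays that stand apart). Against vehicle, Hspa5 had log2 fold changes of 0.12 with CM-414 and -0.25 with SAHA and tadalafil, and Hspa1a 0.06 and -0.18. In total, 393 probe sets had an unadjusted p under 0.01, and 0 had an adjusted p under 0.05, with 2020 at an unadjusted p under 0.05.

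The rise of the unfolded protein response list with CM-695, at a median log2 fold change of 0.15, was weighed against 2 explanations. Without the 2 arrays that stand apart, vehicle replicate 2 and CM-695 replicate 3, the median was 0.125 (bootstrap SE 0.03), too uncertain against a bound of a fraction of 0.5 of the full median to exclude a contribution of these arrays, and the adjusted p from camera was 0.0122 with the preset correlation and 0.844 with an estimated one; alternatives that change 1 choice gave 4.9e-09 to 0.608. A smaller share of microglia would raise markers of the other cell types alike. The pooled median of synaptic, astrocyte, oligodendrocyte and endothelial genes was -0.00276 (bootstrap SE 0.0138). Without the arrays that stand apart, the medians of these lists were 0.0353, -0.0294, 0.0301 and -0.105 in this order. Each of them lay under the 0.125 of the unfolded protein response list in that setting, so the pooled cell types did not rise as that list did. Markers of GABAergic interneurons, which were not pooled, had a median of 0.16 there. With lists that go both ways, the pooled median does not decide the question. Regrouping the 6 arrays gave a camera p of 4.1e-09 for a split that mixes vehicle and CM-695 mice, against 1.5e-08 for the real groups, so the list varies between mice within a group as well. A response to CM-695 may underlie the rise and stays a hypothesis. The arrays that stand apart and a smaller share of microglia stay open beside it. Other explanations were not weighed. Against the same vehicle arrays, CM-414 also gave a call for the list (adjusted p = 0.00994 from camera with the preset correlation). The thalamus and habenula list was likewise called with CM-695 (0.000274) and with CM-414 (0.00124).

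The fold changes against vehicle of the 3 treatments share the vehicle arrays. Across 34785 probe sets, which are not independent replicates, those of CM-695 and CM-414 correlated with r = 0.565, CM-695 and SAHA and tadalafil with 0.399, and CM-414 and SAHA and tadalafil with 0.511. Unchanged groups simulated against shared controls in 100 draws gave a median of 0.530, mostly between 0.0371 and 0.832. The covariances were 0.0223, 0.0137 and 0.0185, against a simulated mean of 0.0180. Of probe sets at an unadjusted p under 0.01 in a fit of all 12 arrays, CM-695 and CM-414 had 67 higher in both and 53 lower in both, where independent calls would share 3.17 and 2.72 and simulated unchanged groups a median of 37.5 in both directions together. CM-695 shared 40 and 24 with SAHA and tadalafil (independent 1.17 and 1.66, simulated 29.5), and CM-414 shared 55 and 56 (independent 3.09 and 1.92, simulated 48.5). The 120, 64 and 111 probe sets shared in the same direction lie below the simulated upper limits of 423, 447 and 517. With 3 vehicle arrays the controls could not be split, so part of the overlap may come from them; with 1 vehicle replicate left out, the first correlation was 0.633 to 0.678, where simulated unchanged groups gave a median of 0.617, mostly between 0.171 and 0.885.

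Each comparison was set against the 10 splits of its 6 arrays into 3 and 3, which are too few for a share under 0.05. For CM-695 against vehicle, the real groups gave 393 probe sets at an unadjusted p under 0.01 and the highest other split 616, with 6 of the 10 splits at or above the real count. At an adjusted p under 0.05 the counts were 0 and 4, with 10 of 10 splits as large, and for gene lists 11 and 10, with 1 of 10. CM-414 against vehicle gave 864 and 670 (1 of 10), 0 and 0 (10 of 10), and 14 lists and 12 (1 of 10). SAHA and tadalafil against vehicle gave 395 and 1237 (5 of 10), 1 and 3 (2 of 10), and 5 lists and 11 (6 of 10). The split with 1237 puts vehicle replicate 2 with SAHA and tadalafil replicates 1 and 3, and so joins both arrays that stand apart on the first principal component, as does another split with 1157, which points to a structure of the samples other than treatment. The split with 616 likewise joins vehicle replicate 2 and CM-695 replicate 3. CM-695 against CM-414 gave 393 and 270 (1 of 10), 0 and 0 (10 of 10), and 10 lists and 9 (1 of 10).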
